A study of Mus musculus with 8 samples. Its data were reported in "Med14 phosphorylation shapes genomic response to GLP-1 agonists" (2026).

How the data were processed

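Islets of wild type (WT) and Med14 S983A mice, untreated (CON) or treated with forskolin (FSK) or with Exendin-4 (Ex-4; 10 nM, 16 h), were profiled by the authors with single nucleus RNA-seq using combinatorial barcoding. The first barcoding round assigned wells to the 6 conditions, and the 8 sublibraries each hold nuclei of all 6. The dose and duration of FSK are not given in the labels. The authors aligned reads to the mouse genome, removed nuclei with extreme numbers of counts or genes or a high mitochondrial share, normalized and integrated the nuclei, and assigned cell types. The annotation release they used and whether the pooled counts were raw or corrected by their normalization are not stated. Supplementary tables held in part were not used here.

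The deposited table gives natural log values, ln(1 + 10000 × count / column total), as computed by the authors, for 17362 genes in 54 columns (6 conditions by 9 cell types). In every column the values summed to 10000 after the log was undone. The column total was recovered as the number that makes all values whole counts, and 100% of the values lay within 0.001 of a whole number (largest distance 6.17e-05). Column totals ran from 1522 to 3094377. Numbers of nuclei are not in the table and were not analysed here. Counts were given exact Poisson intervals and shares of counts exact Clopper-Pearson intervals (95%), which cover counting error only. The floor for a count of 0 was 3 counts. A 0 was not read as such a limit where the gene was listed at 0 in all cell types of a condition, because rarely seen genes appear to be missing from some conditions.

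There is 1 value for each condition and cell type, so no test between conditions, standard error or replicate spread could be computed, and condition is confounded with islet preparation and well. Because the values were on a log scale, columns were subtracted with no pseudocount and divided by the natural log of 2, which gives a difference of log2(CP10K + 1). Genes were kept when their mean over the 6 conditions of a cell type was at or above the 40th percentile of genes with a mean above 0. This kept 10093 genes in beta cells (filter value 0.0581 on the deposited scale, or 0.0598 CP10K), 9487 in alpha cells and 9256 in delta cells. A gene was counted as higher or lower at 1.5-fold (0.58 on this scale), which requires more than a 1.5-fold ratio where CP10K is low.

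The comparisons were WT Ex-4 against WT CON, mutant Ex-4 against mutant CON, mutant CON against WT CON, and FSK against CON in each genotype. Genes past the threshold in WT were followed in the mutant, and overlaps of calls were given as shares. For overlaps with a shared control, 200 pairs of unchanged columns were simulated with noise taken from the mutant CON and mutant Ex-4 columns, the pair that differed least. Gene lists were summarised by their median and its percentile among 10000 random lists matched on mean expression in 20 bins. The lists were beta cell genes, negative modulators of cAMP signaling, Mediator subunits, histone H3 methyltransferases, ribosomal proteins, markers of caloric restriction, of ad libitum feeding and of a high fat diet, genes induced by FSK through Med14, CREB targets, and ribosomal RNA linked genes. Genes named in the text were Med14, list members, and for WT Ex-4, the mutant baseline and WT FSK the 5 genes with the largest and the 5 with the smallest difference among kept genes with a mean at or above the median of kept genes. Others are stated to have been chosen after their values were seen. The values of some cell type marker genes are not reported here. Comparisons, filter, threshold, lists and this rule were set before the data were examined.

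Alternatives were linear CP10K with a pseudocount of 0.01 or 1 times the median of the kept genes' means, no filter, a filter at the 75th percentile, a 2-fold threshold, ratios with their median set to 0, columns rescaled without 16 ribosomal RNA linked and mitochondrial genes (6 of them mitochondrial), removal of a lowess trend on gene length (span 0.3), and genes chosen on the FSK response. A pseudocount of 0.1 times the median, and leaving out genes listed at 0 over a whole condition, were chosen after seeing the data. A count of genes was taken as moved when it left a range of 1.5 times the original, a share when it left its 95% interval, and a correlation or a median when it left an interval over genes (Fisher's transformation or a bootstrap), which is descriptive only because genes are not independent.

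Coordinates and gene lengths came from GRCm39 (GENCODE M39), in which 16531 genes of the table had a single match by name and 831 did not, so that 9835 of the kept beta genes (97.44%) had a length. Loci were searched for 18S-like sequence with BLAST+ 2.17.0+ (E-value limit 1e-05). Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9. The WT Ex-4 against WT CON comparison in beta cells, and no other, was tested on simulated data with 200 changed genes among 10093. Of 49 changed genes truly past the threshold 44 were recovered, among them 32 of 32 that lay at least 0.1 beyond it. The largest true difference missed was 0.63, and 0 unchanged genes were called. The simulated columns varied by counting error only, so this does not estimate false calls between pools of different islets or wells. Of 100 lists of unchanged genes, 96 lay within the central 95% of percentiles. A simulated correlation with length of -0.95 became 0.00091 after the trend was removed. The simulated trend was the same at all expression levels, so a trend that varies with expression was not tried.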

Results

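Single nucleus RNA-seq was performed on cultured mouse pancreatic islets from wild type (WT) animals and from animals carrying the Med14 S983A knock-in, in which a serine of Med14 is replaced by alanine. Med14 is the scaffold subunit of Mediator, the complex that links transcription factors to RNA polymerase II. Islets of each genotype were left untreated (CON) or exposed to forskolin (FSK), which activates adenylyl cyclase directly, or to Exendin-4 (Ex-4), a stable agonist of the GLP-1 receptor that raises cAMP in beta cells. Ex-4 was used at 10 nM for 16 h. Nuclei of all 6 conditions were present in each of 8 sublibraries and were told apart by their first barcode, so that a sublibrary is not a replicate of a condition. The deposited table held 17362 genes and 1 pooled value for each of the 6 conditions in each of 9 cell types, 54 columns in all. There were therefore no replicates: no test was run, and each difference is between pools of nuclei in which condition cannot be separated from islet preparation or barcode well. Intervals are 95% intervals of the counts (exact Poisson for counts, exact Clopper-Pearson for shares) and cover counting error only.

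The summed counts behind the table came to between 3652805 and 4085574 per condition. Beta cell columns held 1915006 to 3094377 counts, where 1 count equals 0.00522 counts per 10000 (CP10K) in the shallowest of them. Columns of rare cell types were far shallower, down to 1522 counts for WT CON ductal cells, so comparisons were restricted to beta, alpha and delta cells unless stated.

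The targeted gene was examined first. Med14 lies on the minus strand of chromosome X at 12541605 to 12628584 (GRCm39), and in the 1459 residue protein of the annotated transcript the residue changed by S983A is a serine encoded by TCT at 12562479 to 12562481, in exon 22 of 31. In beta cells, Med14 expression was 0.478 CP10K (0.403 to 0.563) in WT CON, 0.753 (0.659 to 0.856) in WT FSK and 0.463 (0.389 to 0.547) in WT Ex-4. The corresponding values in mutant beta cells were 0.384 (0.302 to 0.482), 0.716 (0.611 to 0.834) and 0.444 (0.355 to 0.549). The intervals of WT and mutant overlapped under each treatment, while those of FSK and CON did not overlap in either genotype. Med14 ranged from 0.532 to 0.835 CP10K over the 6 alpha cell columns and from 0.187 to 0.717 over the delta cell columns. In WT delta cells it was lower after FSK, with intervals apart (0.717, 0.469 to 1.05, in CON and 0.187, 0.0808 to 0.369, in FSK), the latter on 8 counts. In mutant delta cells the FSK value was the higher, with overlapping intervals (0.388, 0.243 to 0.588, in CON and 0.697, 0.506 to 0.935, in FSK). In the columns of the other cell types it rested on 0 to 29 counts each. A point mutation need not alter the amount of its mRNA, so these values do not check the genotype labels.

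Relative cell type content was compared as each type's share of the counts of its condition, since numbers of nuclei were not analysed here. Beta cells accounted for 74.3% of counts (74.2 to 74.3) in WT CON, 77.2% in WT FSK and 73.3% in WT Ex-4. In Med14 S983A islets the beta cell share was 51.4% (51.3 to 51.4), 56.4% and 52.4%. The alpha cell share was 10.3%, 6.72% and 11.1% in WT and 21.6%, 19.2% and 21.7% in the mutant, in the same order of treatments. Delta cells held 8.93%, 10.7% and 10.6% in WT and 15.1%, 15.5% and 15.1% in the mutant. The difference between genotypes was larger than the range over treatments within each genotype for all 3 cell types, although the treatments are not replicates and the islet pools behind them were not sampled again.

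**Figure D1:**
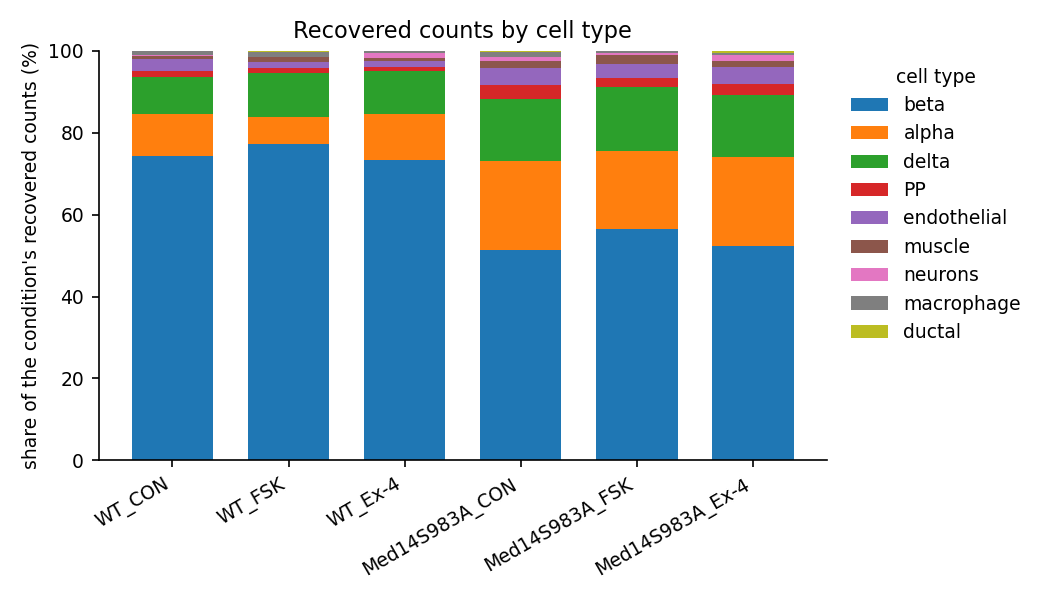
Share of the recovered counts of each condition (y axis, percent) in each of the 9 cell types (stacked colours) for the 6 conditions (x axis). The beta cell share lies between 73.3% and 77.2% in the 3 WT conditions and between 51.4% and 56.4% in the 3 Med14 S983A conditions.

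To determine how beta cells respond to sustained GLP-1 receptor activation, WT Ex-4 was set against WT CON over 10093 genes that passed the filter on low values. At a threshold of 1.5-fold on the log2(CP10K + 1) scale (a difference of 0.58), which understates the change of weakly expressed genes, 95 genes were higher and 220 were lower after Ex-4. On linear CP10K values with a pseudocount of 0.01 times the median expression, 2724 genes were higher and 1234 were lower, and at a 2-fold threshold 11 were higher and 20 lower. Higher genes made up 30.2% of calls. That share was 46.2% (146 higher, 170 lower) after the columns were rescaled without ribosomal RNA linked and mitochondrial genes, and 70.0% (112 higher, 48 lower) after the trend on gene length was removed.

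Among the more abundant transcripts, those with the largest increases were *Cmss1* (47.6 CP10K in WT CON, 134 in WT Ex-4, log2 difference 1.47), *Rn18s-rs5* (212 and 567, 1.41), *Lars2* (44.95 and 119, 1.39), *Camk1d* (8.69 and 24.01, 1.37) and *Gm19951* (8.21 and 22.3, 1.34). *Cmss1* spans 57122363 to 57427253 on the minus strand of chromosome 16 and contains *Filip1l* on the opposite strand. *Rn18s-rs5*, at 40157244 to 40159092 on chromosome 17, is an annotated copy of 18S ribosomal RNA, whose reads can come from any of many near-identical copies. The largest decreases were in *Tafa1* (5.998 and 1.956 CP10K, -1.24), *Sgcz* (23.0 and 9.15, -1.24), *Unc5c* (3.55 and 1.00, -1.19), *Robo1* (6.31 and 2.21, -1.19) and *Pbx3* (5.17 and 1.72, -1.18). *Tafa1* covers 96090088 to 96635542 on chromosome 6 and *Sgcz* covers 37989452 to 39128662 on chromosome 8. The counting intervals of WT CON and WT Ex-4 did not overlap for any of these 10 genes. All of them except *Rn18s-rs5* and *Gm19951* overlap other annotated genes, and whether the counting used strand is not given in the sources used here.

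Whether the response requires Med14 S983 was addressed by the same contrast in mutant beta cells, where 4 genes were higher and 1 was lower. On linear CP10K values with a pseudocount of 0.01 times the median the counts were 412 and 562, with the median ratio set to 0 they were 4 and 0, and after rescaling 2 and 0. The 5 genes, chosen after their values were seen, were *mt-Rnr1* (1.397 CP10K in mutant CON, 3.36 in mutant Ex-4, 0.86), *mt-Rnr2* (1.22 and 2.80, 0.78), *Rn7sk* (2.93 and 5.15, 0.65), *Gm19951* (57.2 and 89.7, 0.64) and, in the lower direction, *Gm24407* (2.88 and 1.59, -0.59). Rescaling leaves out *mt-Rnr1*, *mt-Rnr2* and *Gm19951*, so the loss of these calls is by construction. After it 1 of the 5 genes was still past the threshold. Over the 95 genes higher after Ex-4 in WT, the median log2 difference was 0.70 in WT and -0.047 in the mutant, the latter at percentile 1.05 of 10000 random lists matched on expression. Of these 95 genes, 31 were higher and 64 lower in mutant Ex-4 than in mutant CON. Over the 220 genes lower in WT, the medians were -0.74 in WT and 0.010 in the mutant, and 117 of them were higher and 103 lower in mutant Ex-4 than in mutant CON, the median lying at percentile 100. Over genes chosen on the 2-fold threshold the mutant median of the higher genes was 0.24, the alternative that moved it the most. The 95 genes had a median of 0.80 in untreated mutant against untreated WT beta cells, and the 220 genes one of -0.91. The WT medians are inflated because the genes were chosen on the same columns, and the baseline medians share WT CON with that choice, for which no value without change was simulated. The medians after Ex-4 in the mutant rest on separate columns. Whether the response differed between genotypes was not tested, as there is 1 pool for each condition.

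The baseline was compared next. Untreated Med14 S983A beta cells had 149 genes higher and 390 lower than untreated WT beta cells. Higher genes were 27.6% of calls, 46.7% (246 and 281) after rescaling and 58.0% (195 and 141) after removal of the length trend. The largest increases were in *Gm19951* (8.21 CP10K in WT, 57.2 in the mutant, 2.66), *Cdk8* (19.1 and 86.9, 2.13), *Rn18s-rs5* (212 and 747, 1.81), *Cmss1* (47.6 and 144, 1.57) and *Camk1d* (8.69 and 26.6, 1.51). *Cdk8*, at 146167823 to 146241320 on chromosome 5, encodes a kinase of the Mediator complex, and *Gm19951* is a long noncoding RNA gene at 99609334 to 99613482 on chromosome 12. The largest decreases were in *Tafa1* (-1.64), *Sgcz* (-1.61), *Trpm3* (27.2 and 8.61 CP10K, -1.55), *Adgrl3* (5.27 and 1.20, -1.51) and *Kcnip4* (24.8 and 8.09, -1.50). Each of the genes named in this paragraph, apart from *Rn18s-rs5* and *Gm19951*, overlaps another annotated gene.

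Islet hormones and beta cell genes were among those that differed at baseline. *Iapp* was 11.6 CP10K in WT and 4.51 in the mutant (-1.20), *Slc30a8* 19.3 and 7.57 (-1.24) and *Slc2a2* 12.02 and 4.82 (-1.16). *Ins1* was 4.54 in WT and 8.52 in the mutant (0.78) and *Ins2* was 10.4 and 15.2 (0.51), although these paralogs are near-identical and the assignment of their reads is uncertain. *Gcg*, which encodes glucagon, was 0.375 (0.309 to 0.451) in WT and 1.25 (1.10 to 1.42) in mutant beta cells (0.71), where 5 of 6 other alpha cell markers were also higher. In alpha cells themselves *Gcg* was 85.8 CP10K in WT CON and 35.2 in mutant CON. *Slc30a8*, *Iapp* and *Slc2a2* were also lower after Ex-4 in WT (-1.02, -1.01 and -0.72), while *Ins1* and *Ins2* were higher (0.45 and 0.61).

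The overlap between the mutant baseline and the WT Ex-4 response was then measured. Of the 149 genes higher in untreated mutant beta cells, 83 (55.7%, 47.3 to 63.8) were also higher after Ex-4 in WT. Of the 390 lower genes, 209 (53.6%, 48.5 to 58.6) were also lower after Ex-4. Both comparisons share WT CON, and this alone produces an overlap: in 200 simulations of unchanged columns against a common control, 29.7% of higher and 26.2% of lower calls were shared, at about 1 call per simulation in each direction (1.06 and 1.07). The correlation of the log2 differences across genes, which are not independent replicates, was 0.95 against 0.50 in the simulations. These gave all columns equal noise, which sets the correlation near 0.50. In the data, differences had a standard deviation of 0.23 between WT CON and WT Ex-4 and 0.28 between WT CON and mutant CON. It was 0.096 between WT Ex-4 and mutant CON. A WT CON column that deviates alone would raise the overlap and the correlation, and the simulations do not cover that case. When the Ex-4 response was instead taken from alpha cells, which have their own WT CON column, 62.4% (93 of 149) of the higher and 36.2% (141 of 389) of the lower genes were shared. The alpha cell column comes from the same WT CON islets and wells. The comparison therefore removes shared counting error, but not a difference of the WT CON preparation. The overlap moved the most with the pseudocount for higher genes (83.0% on linear CP10K with 0.01 times the median) and with the 2-fold threshold for lower genes (25.4%).

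**Figure D2:**
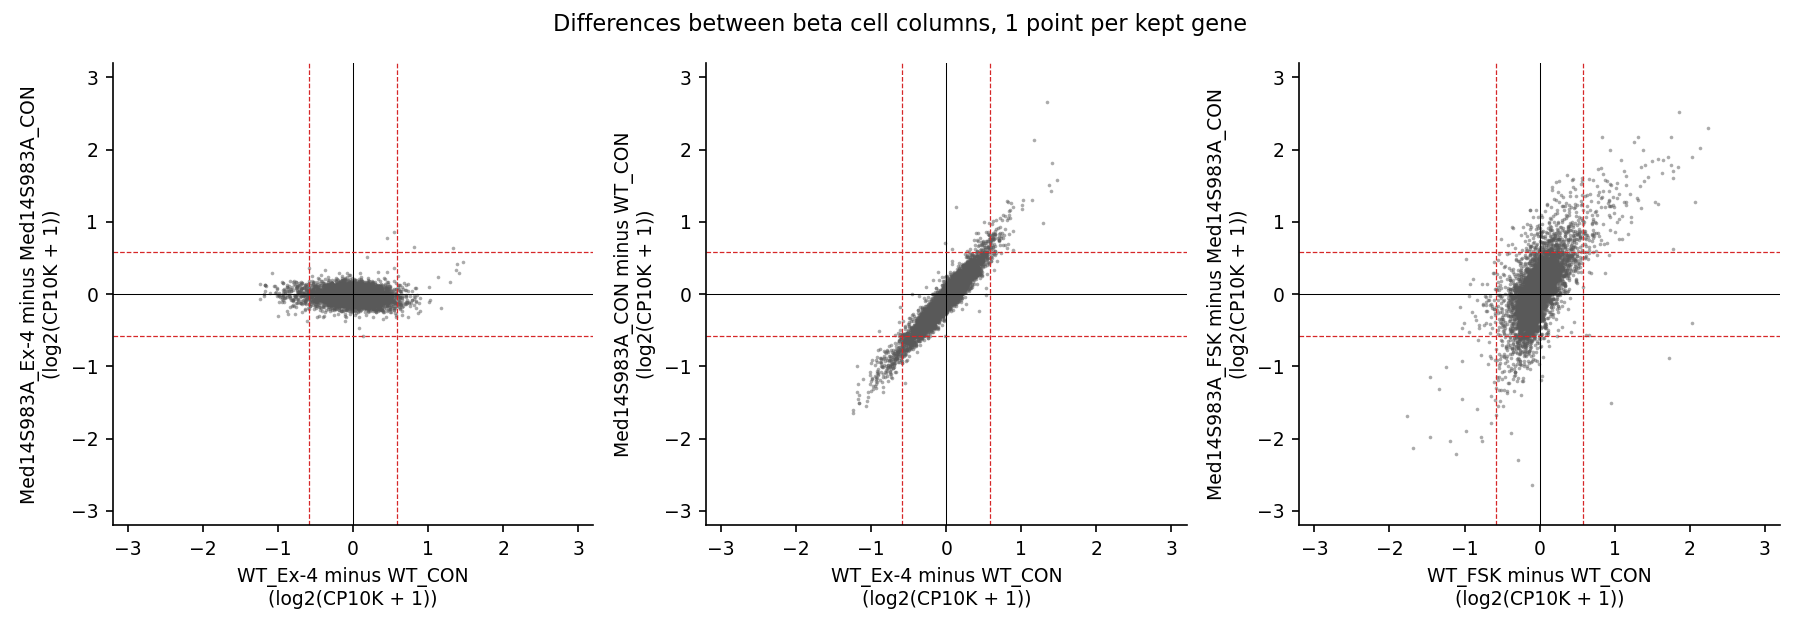
Differences on the log2(CP10K + 1) scale between beta cell columns, 1 point for each of the 10093 genes, with dashed lines at the 1.5-fold threshold: Ex-4 in WT (x axis) against Ex-4 in Med14 S983A (y axis, left) and against untreated Med14 S983A minus untreated WT (y axis, middle), and FSK in WT (x axis) against FSK in Med14 S983A (y axis, right). In the left panel 5 genes pass the threshold on the y axis, and in the middle panel the correlation across genes is 0.95.

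FSK was used to activate the cAMP pathway downstream of the receptor. In WT beta cells 153 genes were higher and 73 lower after FSK, counts that changed to 698 and 3328 on linear CP10K with a pseudocount of 0.01 times the median. The largest increases were in *Dgkg* (1.959 CP10K in WT CON, 13.03 in WT FSK, 2.25), *Gnas* (2.09 and 12.7, 2.14), *Hgsnat* (0.362 and 4.75, 2.08), *Peak1* (0.508 and 5.17, 2.03) and *Gsdma* (0.0996 and 3.47, 2.02). *Dgkg* lies at 22283359 to 22476155 on chromosome 16 and *Gnas*, the gene for the stimulatory G protein subunit, at 174126022 to 174188537 on chromosome 2. The largest decreases were in *Gm34759* (4.75 and 0.685, -1.77), *Mlxipl* (10.7 and 2.64, -1.69), *Sez6l* (15.01 and 4.80, -1.46), *Peg3* (33.2 and 11.4, -1.46) and *Insrr* (5.16 and 1.43, -1.34). *Dgkg*, *Gnas*, *Peak1*, *Mlxipl* and *Sez6l* overlap other annotated genes.

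Mutant beta cells had 517 genes higher and 273 lower after FSK. Higher genes were 65.4% of calls, 51.9% (428 and 397) after rescaling and 49.8% (309 and 312) after removal of the length trend. Of the 153 genes higher after FSK in WT, 136 were also past the threshold in the mutant. The median log2 difference of the 153 genes was 0.86 in WT, where they were chosen, and 1.15 in the mutant. *Peak1* was among the 5 genes of this set that were lower (0.649 CP10K in mutant CON, 0.252 in mutant FSK, -0.40). Of the 95 genes higher after Ex-4, 4 (4.21%, 1.16 to 10.4) were also past the threshold after FSK, against 28.9% in simulations of unchanged columns with a shared control, and the correlation across genes was -0.15 where the simulations gave 0.50. These 4 genes, chosen after their values were seen, were *Hap1*, *Cdk8*, *Ubr4* and *Rn7sk*. The overlap fell to 0.00% at the 2-fold threshold and was higher than reported under 2 of the alternatives, by less than 1 percentage point. The 153 genes higher after FSK had a median of -0.19 after Ex-4 in WT. Of the 73 genes lower after FSK, 20 (27.4%) were also lower after Ex-4, and their median after Ex-4 was -0.36 (percentile 0). The share expected for lower genes from the common control was not simulated.

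The number of genes past the threshold was then counted for every pair of conditions. In beta cells, WT Ex-4, mutant CON and mutant Ex-4 differed from one another at 5 or 6 genes, and WT FSK differed from mutant FSK at 14. WT CON differed from WT Ex-4 at 315 genes, from mutant CON at 539, from mutant Ex-4 at 526, from WT FSK at 226 and from mutant FSK at 242. WT Ex-4 lay further from the FSK columns than WT CON did, at 751 genes for WT FSK and 617 for mutant FSK. The same arrangement was present in alpha cells, in which WT Ex-4, mutant CON and mutant Ex-4 differed at 4 to 11 genes and WT CON differed from them at 543, 700 and 726. In delta cells these numbers were 4 to 26 and 468, 653 and 714.

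**Figure D3:**
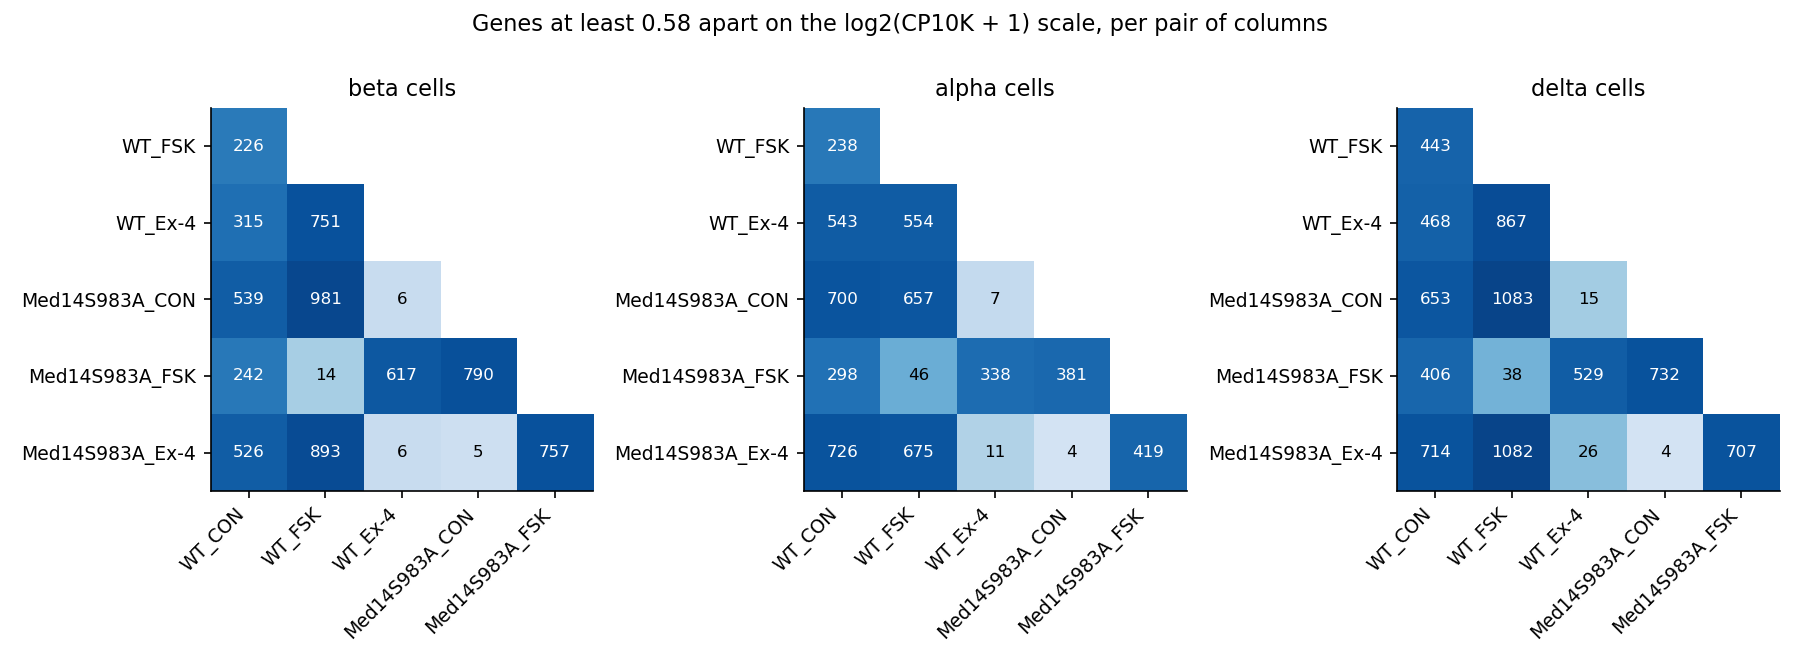
Number of genes at least 1.5-fold apart on the log2(CP10K + 1) scale for each pair of the 6 conditions (both axes) in beta, alpha and delta cells, with darker squares for larger numbers. WT Ex-4 and the mutant CON and Ex-4 conditions differ from one another at no more than 26 genes in any of the 3 cell types, while WT CON differs from each of them at 315 genes or more.

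The responses of alpha and delta cells were compared with those of beta cells. In alpha cells 162 genes were higher and 381 lower after Ex-4 in WT (275 and 302 after rescaling, 197 and 164 after removal of the length trend), and 184 were higher and 516 lower in untreated mutant than in untreated WT nuclei (291 and 421 after rescaling, 222 and 251 after removal of the length trend). In delta cells the Ex-4 counts were 161 and 307 (224 and 245, 203 and 86) and the baseline counts 210 and 443 (324 and 375, 264 and 157). The correlation across genes with the beta cell differences was 0.72 in alpha and 0.74 in delta cells for Ex-4 in WT, 0.73 and 0.76 for the baseline, and 0.27 and 0.37 for FSK in WT. For Ex-4 in WT alpha cells the correlation moved the most with removal of the length trend, to 0.60, and it was 0.79 over genes above the 75th percentile of expression. Of the beta cell calls for Ex-4, 95.5% had the same sign in alpha cells and 99.4% in delta cells, over 314 genes in each. *Glp1r*, the gene for the receptor, averaged 6.91 CP10K in beta cells, 0.716 in alpha cells and 1.26 in delta cells, and the last 2 cell types held 11.95% and 14.3% of the beta cell level of beta cell markers. The 6 remaining cell types were too shallow for their counts of genes past the threshold to be compared with these.

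Gene lists fixed before the data were examined were followed in beta cells. The study chose several of them on the same nuclei, so they are not independent evidence. Markers of a high fat diet had a median log2 difference of -1.06 after Ex-4 in WT, -1.24 at the mutant baseline and 0.12 after Ex-4 in the mutant, with percentile 0 for the WT Ex-4 and baseline values and 99.98 for the last. After FSK the median was 0.43 in WT and 1.48 in the mutant. Members such as *Cntnap2*, *Kcnip4*, *Sgcz* and *Trpm3* are long genes. Differences fell with gene length after Ex-4 in WT and at the mutant baseline (rank correlation -0.55 for both). The random lists were matched on expression and not on length, so these percentiles do not separate the list from that trend. Markers of ad libitum feeding had medians of 1.35, 1.47 and 0.37 in the same order, each at percentile 100, and of -0.58 after FSK in WT and -1.95 after FSK in the mutant. Of its 6 members, 5 are also on the list of ribosomal RNA linked genes, so the lists are not separate evidence. *Gcg*, the remaining member, did not rise after Ex-4 in WT (-0.014). Markers of caloric restriction had medians of 0.36, 0.25 and -0.0054, and ribosomal protein genes, whose reads are uncertain because processed pseudogenes share their sequence, had 0.11, 0.11 and -0.0023. The baseline value of the ribosomal protein genes became -0.026 after removal of the length trend. After FSK in WT the ribosomal protein median was -0.029 and the caloric restriction median -0.012, and both changed sign when the median ratio was set to 0 (0.026 and 0.043). After FSK in the mutant they were -0.083 and -0.19. Histone H3 methyltransferases had medians of 0.60 after Ex-4 in WT and 0.59 at the mutant baseline (percentiles 100 and 99.98), -0.017 after Ex-4 in the mutant, -0.17 after FSK in WT and -0.74 after FSK in the mutant.

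Beta cell genes had a median of -0.26 after Ex-4 in WT (percentile 35.2) and -0.32 at the mutant baseline (42.8), with 5 members higher and 6 lower in both. It was 0.026 after Ex-4 in the mutant, -0.22 after FSK in WT and -0.31 after FSK in the mutant, where the mean was 0.11. Negative modulators of cAMP signaling (5 of 6 kept) had a median of -0.55 after Ex-4 in WT (percentile 11.3), which became 0.038 after removal of the length trend, and -0.44 at the mutant baseline. It was 0.13 after Ex-4 in the mutant, 0.12 after FSK in WT and 1.00 after FSK in the mutant. Within that list *Grk5* was 7.35 CP10K in WT CON, 3.39 in WT Ex-4 and 2.98 in mutant CON, and *Pde3b* was 3.67, 1.83 and 1.34. Mediator subunits (24 of 33 kept) had a median of 0.035 after Ex-4 in WT (percentile 61.7) and 0.012 at the mutant baseline (69.6). The baseline value changed sign with genes above the 75th percentile only (-0.048) and after removal of the length trend (-0.030), and *Cdk8* was the 1 member past the threshold in the higher direction and *Med12l* (-0.59) the 1 in the lower. After Ex-4 in WT, *Cdk8* (1.17) and *Med12* (0.65) were past it, both higher. *Med12* and *Med12l* were named after their values were seen. The Mediator medians were 0.013 after Ex-4 in the mutant, -0.031 after FSK in WT (0.057 above the 75th percentile, 0.024 with the median ratio set to 0, mean 0.031) and -0.012 after FSK in the mutant. CREB target genes had medians of 0.20 after FSK in WT and 0.31 after FSK in the mutant (percentile 100 for both), against 0.036 (55.6) after Ex-4 in WT, where removal of the length trend gave -0.021 and the mean was -0.0064. Their medians were 0.0039 after Ex-4 in the mutant and 0.028 at its baseline, the latter -0.067 above the 75th percentile and -0.040 without the length trend. Genes that the study described as induced by FSK through Med14 had a median of 0.32 after FSK in WT (percentile 100) and 0.035 (68.0) after FSK in the mutant, with 0.058, -0.015 and 0.065 after Ex-4 in WT, after Ex-4 in the mutant and at the mutant baseline. Whether this response differed between genotypes was not tested. Ribosomal RNA linked genes had medians of 1.25 after Ex-4 in WT and 1.47 at the mutant baseline (percentile 100 for both), 0.26 after Ex-4 in the mutant, -0.19 after FSK in WT and -1.76 after FSK in the mutant.

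**Figure D4:**
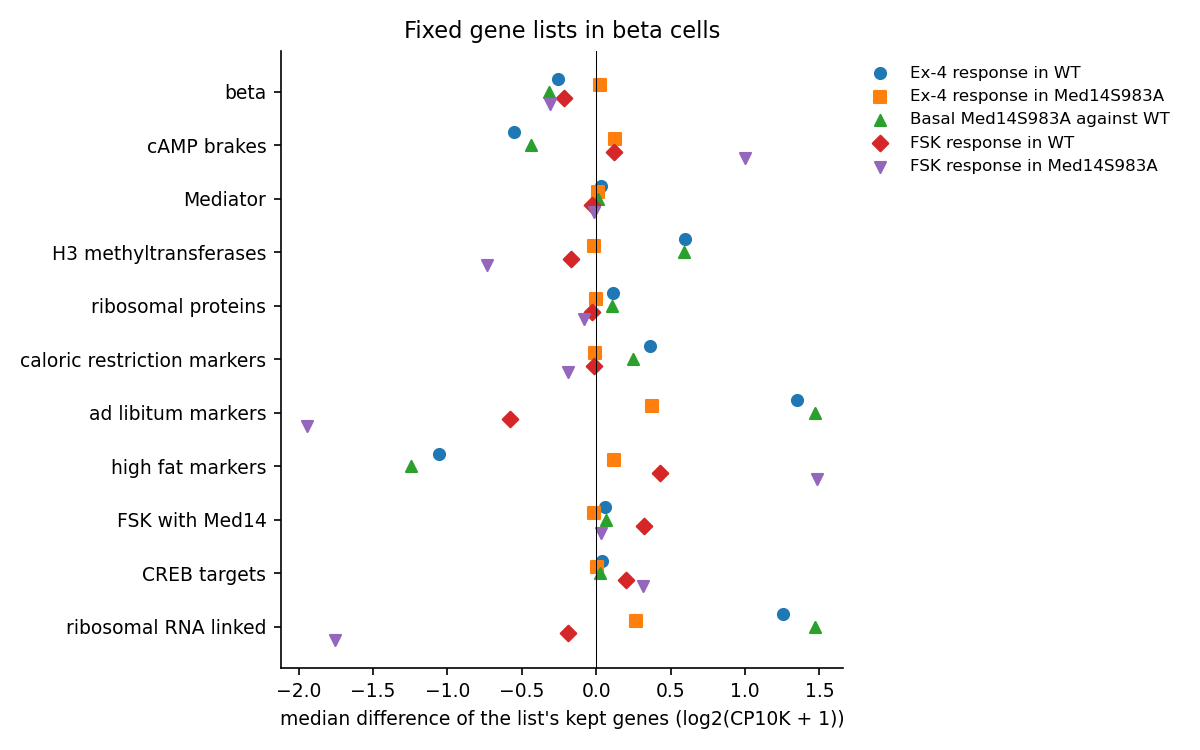
Median log2 difference (x axis, log2(CP10K + 1) scale) of each fixed gene list (y axis) in beta cells for the 5 comparisons (symbols). For the high fat list the WT Ex-4 response (-1.06) and the mutant baseline (-1.24) lie far to the left and the mutant Ex-4 response (0.12) near 0, and for the ad libitum list they lie at 1.35, 1.47 and 0.37.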

Values the study reported

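The study reported that 16 h of Ex-4 changed the expression of 911 genes upward and 630 genes downward in WT beta cells, at a fold change of 1.5 and an adjusted p-value of 0.05. It reported that ~83% (414/498) of the genes induced in untreated Med14 S983A beta cells were also induced by Ex-4 in WT beta cells. For genes repressed in the mutant, the reported overlap with Ex-4 repression was ~41% (598/1430).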

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

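The tests in this part (counting error, abundant genes taking a different share of the counts, and beta cell RNA) were chosen only after the results they concern were seen.

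*Cdk8* and *Rn7sk*, the gene for 7SK small nuclear RNA, drew attention because FSK moved them in opposite directions in the 2 genotypes. *Rn7sk* was chosen after its values were seen. In WT beta cells *Cdk8* rose from 19.1 to 38.0 CP10K (log2 difference 0.96), while in the mutant it went from 86.9 to 29.97 (-1.50), which puts the genotypes 2.46 apart. *Rn7sk* rose from 1.52 to 7.30 CP10K in WT (1.72) and went from 2.93 to 1.12 in the mutant (-0.89), 2.61 apart. With 1 pool per condition the difference between genotypes was not tested. The directions were opposite in 7 of 9 cell types for *Cdk8* and in 8 of 9 for *Rn7sk*. Counting error was argued against, since the intervals of CON and FSK lay apart in 4 of 4 pairs of counts. A different share of counts taken by ribosomal RNA linked and mitochondrial genes was argued against as well: after rescaling without them the signs were still opposite and the smallest of the 4 differences was 0.94 in size. That value is for *Cdk8* in WT, and *Cdk8* is itself one of the genes left out of the totals. For *Rn7sk*, which is not one of them, the rescaled differences were 1.72 in WT and -1.01 in the mutant. A difference between islet preparations or wells, which is confounded with condition, and an effect of the mutation both stay open and untested.

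*Rn18s-rs5* was examined in the 6 cell types that the comparisons did not use, where a signal stood above the WT level. It was higher in untreated mutant than in untreated WT columns in all 6, with a median log2 difference of 1.52 (0.75 to 2.54) against 1.81 in beta cells, and the counting intervals lay apart in 6 of 6. Beta cell RNA in these nuclei was argued against as the whole cause, because the share of beta cell RNA estimated from marker genes allowed a median difference of 0.42. The amount of cytoplasmic or nucleolar RNA carried by each preparation of nuclei and an effect of the mutation on ribosomal RNA were not tested, and both stay open.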

How the results depend on the processing

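The pseudocount of 0.1 times the median and the removal of genes listed at 0 over a whole condition were chosen only after the results were seen, and the other alternatives were set beforehand. Unless stated otherwise, the cause of a change was not tested. No paired analysis was possible because each condition has 1 pool.

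Over 834 values recomputed under an alternative, 546 stayed within the range taken as unchanged, 283 moved (84 nearer to 0 and 199 further) and 5 changed sign from a value outside the central range of random lists. For named genes and lists 389 of 548 stayed, 157 moved (32 nearer, 125 further) and 2 changed sign. For counts of genes, overlaps, medians of chosen genes, correlations and Med14, 157 of 286 stayed, 126 moved (52 nearer, 74 further) and 3 changed sign. Leaving out genes listed at 0 over a whole condition moved 0 of 92 values.

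On linear CP10K with a pseudocount of 0.01 times the median, which gives weakly expressed genes larger ratios by construction, counts rose. Higher and lower genes in beta cells numbered 2724 and 1234 for Ex-4 in WT, 412 and 562 for Ex-4 in the mutant, 2535 and 2221 for the mutant baseline, 698 and 3328 for FSK in WT and 2210 and 3207 for FSK in the mutant. In alpha cells they were 2628 and 2087 for Ex-4 in WT and 2479 and 2462 for the mutant baseline. In delta cells they were 2996 and 1547 for Ex-4 in WT and 2784 and 2206 for the mutant baseline. The overlap of higher genes was 83.0%. Correlations with beta cells were 0.60 (Ex-4), 0.65 (baseline) and 0.31 (FSK) in alpha cells and 0.60 (Ex-4) and 0.64 (baseline) in delta cells.

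A pseudocount of 0.1 times the median acted alike. Higher and lower genes in beta cells numbered 2319 and 1078 for Ex-4 in WT, 249 and 343 for Ex-4 in the mutant, 2220 and 2025 for the mutant baseline, 629 and 2722 for FSK in WT and 2034 and 2887 for FSK in the mutant. In alpha cells they were 2361 and 1909 for Ex-4 in WT and 2231 and 2249 for the mutant baseline. In delta cells they were 2748 and 1405 for Ex-4 in WT and 2537 and 1952 for the mutant baseline. The overlaps were 79.2% for higher and 47.4% for lower genes. Correlations were 0.64, 0.69 and 0.30 in alpha cells and 0.66, 0.70 and 0.39 in delta cells, for Ex-4, the baseline and FSK.

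A pseudocount of 1 times the median moved the counts less. Higher and lower genes in beta cells numbered 498 and 484 for Ex-4 in WT, 7 and 3 for Ex-4 in the mutant, 566 and 932 for the mutant baseline, 320 and 300 for FSK in WT and 1101 and 929 for FSK in the mutant. In alpha cells they were 685 and 887 for Ex-4 in WT and 651 and 1075 for the mutant baseline. In delta cells they were 842 and 614 for Ex-4 in WT and 830 and 937 for the mutant baseline. The overlap of higher genes was 67.1%. Correlations were 0.70 for Ex-4 in alpha cells and 0.72 for Ex-4 and 0.75 for the baseline in delta cells.

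With the 2-fold threshold counts are lower by construction. Higher and lower genes in beta cells numbered 11 and 20 for Ex-4 in WT, 0 and 0 for Ex-4 in the mutant, 28 and 71 for the mutant baseline, 52 and 13 for FSK in WT and 164 and 64 for FSK in the mutant. In alpha cells they were 18 and 94 for Ex-4 in WT and 33 and 150 for the mutant baseline. In delta cells they were 13 and 65 for Ex-4 in WT and 40 and 120 for the mutant baseline. The overlaps were 35.7% for higher genes, 25.4% for lower genes and 0.00% for FSK with Ex-4. The genes chosen in WT then had medians of 0.24 (higher) and 0.059 (lower) after Ex-4 in the mutant, the first on the other side of 0 from its value at 1.5-fold. Genes chosen on FSK instead had medians of 0.026 and -0.072, both on the other side of 0 from those of the genes chosen on Ex-4.

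Rescaling without ribosomal RNA linked and mitochondrial genes gave 146 higher genes for Ex-4 in WT, 2 higher and 0 lower for Ex-4 in the mutant and 246 higher at the mutant baseline in beta cells. For Ex-4 in the mutant, the higher genes *mt-Rnr1*, *mt-Rnr2* and *Gm19951* are left out by construction. It gave 275 and 291 higher genes for Ex-4 in WT and the baseline in alpha cells, and 324 for the baseline in delta cells. The overlap of lower genes was 58.7%, and the WT-repressed genes had a median of 0.054 after Ex-4 in the mutant. With the median ratio set to 0, lower genes for Ex-4 in the mutant numbered 0 and the overlap of lower genes was 59.2%.

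Removal of the length trend left 48 lower genes for Ex-4 in WT, 141 lower at the mutant baseline and 309 higher for FSK in the mutant in beta cells. Lower genes numbered 164 and 251 in alpha cells and 86 and 157 in delta cells, for Ex-4 in WT and the baseline. The overlap of lower genes was 31.9%. Correlations were 0.60 and 0.62 in alpha cells and 0.63 and 0.66 in delta cells. The filter on low values moved correlations and no count of genes. With no filter they were 0.69 and 0.71 in alpha cells and 0.71 and 0.73 in delta cells, and above the 75th percentile 0.79, 0.80, 0.82 and 0.83, with 0.39 for FSK in delta cells.

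List medians within the range of random lists that changed sign are given with the lists. Of the 5 values outside it that changed sign, 3 are the medians of chosen genes above and 2 were those of ribosomal protein genes: the mutant baseline median became -0.026 with the length trend removed, and the median after FSK in WT became 0.026 with the median ratio set to 0. The filter at the 75th percentile gave no value for the ribosomal protein list, rescaling gave none here for the genes it leaves out, and a median ratio of 0 cannot move a correlation. *Cdk8* is one of the genes left out, and its rescaled differences after FSK, used above, were computed separately. The direction with more calls in beta cells also depended on these choices. Lower genes were more numerous for Ex-4 in WT and for the mutant baseline as reported, but higher genes were with the length trend removed, with pseudocounts of 0.01 and 0.1 times the median and, for Ex-4, of 1 times the median. For FSK, where higher genes were more numerous as reported, lower genes were with pseudocounts of 0.01 and 0.1 times the median in both genotypes, and in the mutant with the length trend removed. Depth limits the rarer cell types, where 1522 counts in the shallowest column leave most genes unseen.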

Other observations

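The tests on alpha cell RNA, on ribosomal RNA reads in 6 genes together, on gene length over all calls and on responses shared by cell types were written down before their results were seen, and the other tests in this part were chosen only after.

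In WT beta cells 95 genes were higher and 220 lower after Ex-4. On linear CP10K the counts were 2724 and 1234 with a pseudocount of 0.01 times the median and 2319 and 1078 with 0.1 times the median. The study reported counts above the first pair and below the others, so the direction of the difference depends on the measure.

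*Gcg* was higher in mutant than in WT beta cells at baseline (1.25 and 0.375 CP10K). Alpha cell RNA in beta cell nuclei may contribute: 5 of 6 other alpha cell markers were higher too, and *Gcg* was higher in 5 of 7 further cell types, with intervals apart in 2 of them. As a share of the alpha cell level, the gain was 3.11% for *Gcg*, 4.33% for *Irx2* and 1.71% for *Irx1*, the last from 0 to 3 counts. *Gc* rose with overlapping intervals. *Ttr*, the marker that was not higher, went from 1.19 to 0.447 CP10K, but its high level in WT beta cells would hide a small share. *Gcg* over all cell types was 9.37 CP10K in WT CON and 8.79 in mutant CON, which argues against a larger pool of free RNA alone. Doublets, nuclei assigned to the wrong type and a change in beta cells stay open.

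*Cmss1*, *Lars2*, *Gphn*, *Camk1d* and *Gm19951* shared the sign of *Rn18s-rs5* in 95.6% of combinations of comparison and cell type (215 of 225), and each of them in 42 to 44 of 45. Over single well expressed genes the mean was 47.1% and the 95th percentile 73.3%. With *Cdk8*, the other gene of the planned test, the pooled share was 91.1% (246 of 270), but *Cdk8* alone shared the sign in 31 of 45, below that percentile. *AY036118*, which is on the same list of ribosomal RNA linked genes, shared the sign in 22 of 45 combinations, near the mean, and *Malat1* in 33 of 45. Reads from ribosomal RNA and regulation of these genes cannot be told apart for these 5 genes: the search found 0 stretches like 18S in the loci, and 28S was not tested. For *Cdk8* such reads were argued against, as *Cdk8* and *Rn18s-rs5* went opposite ways after Ex-4 in the mutant in 9 of 9 cell types (-0.20 and 0.29 in beta cells), although the *Cdk8* value was close to 0 in endothelial cells (-8.3e-05).

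Differences followed gene length, with a rank correlation across genes of -0.55 both for Ex-4 in WT and for the mutant baseline, 0.46 for FSK in the mutant, 0.15 for FSK in WT and 0.059 for Ex-4 in the mutant. Of all calls in the first 2 comparisons, 46.4% were still past the threshold once the trend was removed. This does not test length bias as the cause of every call, because any remaining call would have counted against it. For lower genes 30.6% remained, and a length bias between preparations of nuclei may account for most of them, as might regulation of long genes, which the same trend would remove. For higher genes 86.8% remained, which argues against it.

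Of the beta cell calls for Ex-4 in WT, 95.5% had the same sign in alpha cells, where *Glp1r* averaged 0.716 CP10K against 6.91 in beta cells, and 74.7% of all kept genes did. The share of calls was 99.4% in delta cells, 85.3% in PP cells, 83.9% in endothelial cells, 79.4% in neurons, 74.2% in macrophages, 64.2% in muscle cells and 42.0% in ductal cells, which include the shallowest column. This is consistent with a difference between wells or islet preparations that alpha and delta cells share with beta cells, and a signal passed from beta cells to other cells was not tested. Beta cell RNA in alpha cell nuclei was argued against, since 59 lower genes at least as abundant in alpha cells had a median of -0.96 there, against -0.049 allowed by the share of beta cell RNA.

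WT Ex-4 and untreated mutant beta cells differed at 6 genes, chosen after their values were seen: *Gcg* (-0.72, WT Ex-4 minus mutant CON), *Cdk8* (-0.96), *Gm19951* (-1.32), *Gm24407* (-1.08), *Il31ra* (0.67) and *Ero1b* (0.68). An exchange of genotype was argued against, because beta cells held 73.3% of counts in WT Ex-4, against 51.4% to 56.4% in the mutant conditions. A WT CON preparation that differed from the others for a reason other than treatment and genotype cannot be told apart from the effects of Ex-4 and of the mutation, since there is 1 such preparation and it differed from WT Ex-4 at 543 genes in alpha cells as well.

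Ex-4 and FSK both raise cAMP, and whether Ex-4 raises the genes FSK raises was tried on 3 choices of genes. The 517 genes higher after FSK in the mutant (median -0.43 after Ex-4 in WT) and the 136 higher in both genotypes (-0.21, or -0.050 with the length trend removed) decide nothing. Mutant CON and WT Ex-4 were nearly alike, so a choice made on mutant CON largely fixed the outcome. The 153 genes higher after FSK in WT had a median of -0.19 after Ex-4 (-0.23 to -0.12, resampling genes), with 116 of them lower, although the shared WT CON alone would raise it. It was -0.14 after rescaling and -0.22 with the median ratio set to 0. With the length trend removed it was -0.027 (-0.060 to 0.0064), with 3.31% of resampled medians at or above 0. A rise of these genes as a set was therefore not seen, but a small one was not excluded, and a difference between preparations that hides a rise stays open.

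Genes listed at 0 in all cell types numbered 5048 in WT Ex-4 and 5918 in mutant Ex-4, and 387 to 3808 in the other conditions. Depth was argued against, since 12302 genes were above 0 in WT Ex-4 beta cells where counting at that depth gives 15148. In WT Ex-4, 18 genes had a total of 1 to 9 counts where counting gives 3533. Such genes numbered 0 in mutant Ex-4 and 377 in mutant CON, but 2975 in WT CON, 3338 in WT FSK and 4123 in mutant FSK. This is consistent with a filter on rarely seen genes applied to some conditions and not to others, and not with the same filter in all 6. No biological explanation was tested.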
